# Bilberries potentially alleviate stress-related retinal gene expression induced by a high-fat diet in mice

**Published:** 2012-09-07

**Authors:** Otto T. Mykkänen, Giedrius Kalesnykas, Michiel Adriaens, Chris T. Evelo, Riitta Törrönen, Kai Kaarniranta

## Abstract

**Purpose:**

Obesity- and diabetes-associated visual impairment and vascular dysfunctions are increasing as causes of vision loss. The detailed mechanisms of how obesity and diabetes affect eye health are still largely unknown, but animal models have been useful in exploring the effects of potential protective compounds, i.e., compounds characterized by antioxidant and anti-inflammatory properties. These properties occur in anthocyanins, and bilberries (European wild blueberries, *Vaccinium myrtillus*) are a major source of dietary anthocyanins in Nordic diets. The main aim of the present work was to study the protective effects of dietary bilberries (BB) on the level of gene expression in retinas in mice that develop obesity when fed a high-fat diet (HFD).

**Methods:**

Mice (n=6 per group, four groups) were fed ad libitum a normal control diet (NCD), a HFD, or a diet with 5% bilberries (NCD+BB, HFD+BB) for 12 weeks. Food consumption, weight gain, and blood pressure were measured during the feeding period and whole blood serum markers of obesity at sacrifice. Retinas were collected, and RNA extracted from all 24 mice and pooled samples from four mice per group were hybridized to Mouse-Ref8 V2 Expression BeadChips (Illumina platform) with 25,697 probes for genes and transcript variants. The expression profiles in the retinas were analyzed using R, PathVisio, and DAVID to screen for high fat–induced changes as well as for bilberry-induced changes in the HFD up- or downregulated transcripts.

**Results:**

The HFD and HFD+BB groups gained weight from week 5 and final weight, blood glucose, serum free fatty acids, and systolic blood pressure as compared to mice fed the control diets (Mann–Whitney’s U-test, p<0.05). Bilberries had no significant effect on these parameters other than a trend to reduce systolic blood pressure in the HFD-fed mice (101±4 versus 113±9 mmHg, p=0.10). Gene ontology enrichment analysis of 810 differentially expressed genes (F-test, p<0.05) in the retina displayed differential regulation of genes in ontology groups, mainly pathways for apoptosis, inflammation, and oxidative stress, especially systemic lupus erythematosus, mitogen-activated protein kinase, and glutathione metabolism. Mice fed a HFD had increased retinal gene expression of several crystallins, while the HFD+BB mice showed potential downregulation of these crystallins when compared to the HFD mice. Bilberries also reduced the expression of genes in the mitogen-activated protein kinase (MAPK) pathway and increased those in the glutathione metabolism pathway.

**Conclusions:**

HFD feeding induces differential expression of several stress-related genes in the mouse retina. Despite minor effects in the phenotype, a diet rich in bilberries mitigates the upregulation of crystallins otherwise induced by HFD. Thus, the early stages of obesity-associated and stress-related gene expression changes in the retina may be prevented with bilberries in the diet.

## Background

High-fat diet (HFD) mouse models are invaluable tools for clarifying the development of obesity at the tissue level. The C57BL (black) strain is the most widely used inbred strain highly susceptible to HFD-induced obesity and hyperglycemia, and serves as a background strain for numerous transgenic mouse models [1–3]. When nearly half of the energy in the mice’s diet is derived mainly from saturated fat, these mice readily develop obesity, insulin resistance, and systemic inflammation. Prolonged HFD and its modifications lead to increased systolic blood pressure and impaired lipid and glucose homeostasis, and this model has been widely used to study type 2 diabetes (T2D) [3–5]. Obesity has been linked to several ocular diseases, such as diabetic retinopathy, microvascular complications, age-related macular degeneration (AMD), and diabetic cataracts [6], but the associations remain unclear and sometimes inconsistent. HFDs increase features associated with dry AMD in aged mice or when consumed for long periods [7], but short-term changes in mice have not been fully explored. Furthermore, HFDs are generally used in combination with other challenges to mimic features of dry AMD, whereas overexpression of vascular endothelial growth factor or laser treatment have been used to create choroidal neovascularizations and thus to develop models of wet AMD [8]. Retinal gene expression studies have identified several genes involved in inflammation, the antivascular barrier, and neurodegeneration with increased apoptosis and vascular permeability with streptozotocin (STZ) induced diabetic rats [9–11]. In addition, genetic Ins2^Akita^- or STZ-induced diabetic mice also have neurovascular and inflammatory genes associated in the progression of diabetic retinopathy [12,13]. Therefore, inflammatory components appear to play a crucial role in the development of obesity-associated ocular diseases, but as far as we are aware, no studies on retinal gene expression patterns after an HFD have been published previously.

Bilberries are rich in polyphenols, especially anthocyanins, which belong to the flavonoids [14,15]. Bilberries are generally recognized as low energy foods, containing little or no saturated fat, cholesterol, and sodium, and as a good source of dietary fiber and antioxidant vitamins E and C. The anthocyanins are the most abundant flavonoids present in bilberries and have been shown to be potential antioxidants [16]. These compounds can penetrate the nervous system even after short-term feeding [17], and they have been reported to be able to reduce age-associated oxidative stress and the related cognitive decline [18]. Furthermore, anthocyanins displayed the potential to ameliorate cardiovascular diseases [19] and obesity-related pathological changes in rodent models [20–23], but findings using whole bilberries as anthocyanins sources have not demonstrated similar efficacy [24–26]. Due to their antioxidative and anti-inflammatory properties [27,28], anthocyanins and their extracts may have potential benefits in eye health [29–31], neural functions [32] and age-related retinal stress [33].

In this study, we used microarrays combined with a well characterized mouse model to screen for the genes expressed in the retina that could potentially explain the effects of bilberries in the diet at the early stage of HFD-induced obesity. As far as we are aware, this is the first study using 45% kcal from an HFD and mice to study the short-term effects on retinal gene expression.

## Methods

### Animals and study design

Mice (male C57BL/6J, n=24) 6 weeks of age were obtained from the animal center of the University of Eastern Finland and randomly divided into four groups (six mice per group) and housed in pairs. They were kept in a constant environment at 21 °C with an automated 12 h:12 h light-dark cycle: 7:00–19:00 day (light), 19:00–7:00 night (dark). The mice were fed ad libitum for 12 weeks with a normal control diet (NCD; 10% kcal fat), high-fat diet (HFD; 45% kcal fat), or these diets supplemented with 5% (w/w) of freeze-dried bilberries (BB), and had free access to tap water. The fat content in the HFDs was increased by the addition of lard, a rich source of saturated fat. The berry diets were prepared by the manufacturer (Research Diet, Inc., New Brunswick, NJ) to match the respective controls in terms of the carbohydrate (sucrose and cellulose) and potassium (potassium citrate) content. The Finnish national food composition database (Fineli®) was used for estimating the nutrient content of bilberries. The energy nutrient contents of the diets are shown in Table 1 and in detail as provided by the manufacturer in Appendix 1. The anthocyanin contents of the freeze-dried berry powder and the BB diets were analyzed with high-performance liquid chromatography as previously described [34] and expressed as mg/g diet as anthocyanidin (aglycon) equivalents. Feed and water consumption of each cage were monitored for three 5-day periods (weeks 2, 6, and 12), and the average feed intake was used to calculate the anthocyanins and energy intake.

**Table 1:** Nutrient contents of the normal control diet (NCD) and high-fat diet (HFD) with or without 5% bilberries (BB).

	**Control diets**				**Bilberry diets**			
	**NCD**		**HFD**		**NCD+BB**		**HFD+BB**	
**Diet**	**g**	**% kcal**	**g**	**% kcal**	**g**	**% kcal**	**g**	**% kcal**
Proteins	19.2	20	23.7	20	18.7	20	23.0	20
Carbohydrates	67.3	70	41.4	35	64.0	70	38.8	35
Fat	4.3	10	23.6	45	4.2	10	23.0	45
Total	90.8	100	100	86.9	84.9	100		
kcal/g	3.8		4.7		3.8		4.7	

The NCD and HFD with BB contained 0.92 and 0.83 mg/g anthocyanins, respectively.

Weight gain was measured weekly and blood pressure during the last two weeks of the study (weeks 11–12). The systolic blood pressure and heart rate were measured with a non-invasive tail cuff method with slight modifications as described previously [35]. Briefly, the mice were acclimatized individually to the measurement conditions (restrainers and warming) for 2–3 days and trained for 5 days with sham measurements before data were collected from 10 repeated cuff measurements in prewarmed restrainers at 32 °C at the same time of day using an automated inflation system (IITC Inc. Life Sciences, Los Angeles, CA). Data collected from at least two measurements with <15% coefficient of variation of the mean were used to obtain an average systolic blood pressure (mmHg) and heart rate (HR, pulse per minute) for each mouse.

The mice were euthanized at the end of the feeding trial following 1–2 h fasting using CO_2_ gas asphyxiation until loss of vital signs before cervical dislocation. Both retinas were removed under a light microscope and found to be free of pigmentation (retinal pigment epithelium [RPE] cells). Samples were snap frozen in liquid nitrogen before RNA was extracted. Whole blood glucose was analyzed with the One Touch Ultra glucose meter and strips (Life Scan, Milpitas, CA). Serum samples were collected in Microvette CB 300 capillary tubes (Sarsted, Nümbrecht, Germany) after 3 min centrifugation at 12 000× g to determine free fatty acids (FFAs) with a standard enzymatic protocol with Konelab 20XTi analyzer (Thermo Electron Corp., Vantaa, Finland). All blood and tissue samples were snap frozen in liquid nitrogen and aliquots stored at −70 °C.

The study protocol was approved by the Finnish National Animal Ethics Committee in the State Provincial Office of Southern Finland, adherent to the European Communities Council Directive (86/609/EEC) and comparable to the guidelines published by the Institute for Laboratory Animal Research.

### RNA extraction and microarray transcriptomics

Total RNA was extracted from both retinas of four mice per group using QIAzol and cleaned up with the RNeasy Lipid Tissue Mini kit (Qiagen, Valencia, CA). The biotinylated cRNA was pooled. Isolated RNA and cRNA concentrations and quality were checked with Nanodrop (ND-1000, Wilmington, DE). The quality was controlled with BioRad’s Experion electrophoresis station at the Finnish Microarray and Sequencing Centre (FMSC, Turku, Finland) before hybridizations. The raw and normalized data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with the series accession number GSE34154.

In brief, the RNA was isolated from homogenates in 1 ml of QIAzol lysis reagent, and RNA extracted according to the manufacturer’s protocol (RNeasy Lipid Tissue Handbook) with the additional Dnase step (Qiagen’s Rnase-Free DNase Set). The Dnase-treated RNA was eluted in 50 μl of water and amplified and biotinylated overnight (15 h) with Ambion's Illumina TotalPrep RNA Amplification kit (Austin, TX). Pooled cRNA 750 ng from four samples (187.5 ng) per group was hybridized at 58 °C overnight (19 h) to each array using the standard Illumina protocol with 1 μg/ml streptavidin-Cy3 detection (Amersham, Piscataway, NJ). The Mouse-Ref^8^ V2 R0 Expression BeadChips (Illumina Inc., San Diego, CA; Platform GPL6885) were scanned with the Illumina Bead Array Reader and results extracted with BeadStudio v3.3.7 (Illumina Inc.).

### Illumina bead array data and gene set enrichment analysis

Bead-level data were extracted from the bead array scans and summarized using Illumina BeadStudio software without any normalization or background correction. The resulting gene-specific bead-summary data were used as the basis for the gene expression analyses in the statistical programming language R, primarily using beadarray [36] and limma [37] packages from the Bioconductor project [38].

For each group, we used the control probe signal intensities (Biotin, Cy3 hybridization efficiency, housekeeping genes, labeling efficiency, low stringency hybridization efficiency, and negative controls), box-and-whisker plots of all log_2_ expression values, M versus A plots of all possible combination of arrays, and hierarchical clustering at the array level to check for batch effects and other technical biases. After quality control, the bead summary data were reannotated using the most recently available annotation, and normalized using quantile normalization.

Gene set enrichment analysis (GSEA) was performed with significantly differently expressed genes (p<0.05, n=810), using the functional annotation tools available from the Database for Annotation, Visualization and Integrated Discovery (DAVID). Pathway analysis on the same set of genes with various approaches was performed in PathVisio and DAVID.

We used the DAVID functional annotation tools [39] to obtain a global overview of the biologic processes that have been regulated by the diets. First, enrichment for all Kyoto Encyclopedia Gene and Genomes (KEGG) pathways was determined with overrepresentation analysis using Entrez gene ID annotations. Next, a Gene Ontology (GO) enrichment analysis was performed. We focused on biologic processes and molecular functions present in the so-called GO Fat set created by DAVID. This set attempts to filter the broadest terms so that they do not overshadow the more specific terms, which is a common problem in GO enrichment analysis. Since there is no measure for the specificity of each GO term, the term specificity is based on the number of child terms, which enables filtering of the broadest terms in the hierarchy. Further analysis of differentially regulated pathways in diet groups was performed in PathVisio using KEGG pathways and WikiPathways [40,41] and DAVID using KEGG pathways.

The results of the gene expression analyses are presented in tables of gene set enrichment analyses and as tables of pathways possibly affected by diet (z-score >2) with approaches (limits in p values and fold changes) that are defined in the tables and in the Results. For clarity and the availability of gene expression analysis tools, the Entrez gene ID annotated data are presented unless stated otherwise.

### Statistical analysis

Due to the small sample size, we devised an ad hoc statistical test in the microarray analyses to identify genes of interest. The statistical significance of gene expression changes was estimated by calculating the ratio of the between-treatment and the within-treatment variance for each gene. The bead intensity variance of each gene for each treatment group, as returned by BeadStudio (Illumina Inc.), was used as an estimate of the within-treatment variance. The resulting ratio was used as an F-test statistic with the degrees of freedom set to the average number of beads used for each gene. P-values were calculated and Bonferroni’s correction method used to reduce the number of false positives. Due to the pooled nature of the microarray data, this rough ad hoc approach was chosen to increase the identification of differentially expressed genes between different diet groups rather than depending solely on fold changes.

The statistical significance of phenotypic parameters was tested between the high-fat or normal control diet groups combined and the bilberries or no bilberries groups combined using the Mann–Whitney U-test, and significantly different parameters were further tested between each diet to their corresponding control followed with Bonferroni’s correction for multiple testing in SPSS (v.17.0, SPSS Inc., Chicago, IL). The differences between the compared groups were considered statistically significant when p-values were less than 0.05.

## Results

The effect of an HFD on phenotypic parameters was first evaluated to examine the efficacy of the mouse model. When all mice (n=24) were grouped according to the fat content of the diets (HFD and HFD+BB versus NCD and NCD+BB), there were significant differences in weight between these combined groups from week 5 and in several other parameters at the end of the study (Figure 1, Table 2, Table 3). The mice on the HFD with or without bilberries had significantly increased energy gain (p=0.011), final weight (p=0.004), and weight gain (p=0.005), elevated levels of blood glucose (p=0.018) and serum FFAs (p=0.027), as well as increased systolic blood pressure (p=0.045). The heart rates were similar in all groups (unpublished data), indicating that the animals were well habituated to the measurements. When the differences in the individual diet groups were tested, the phenotypic parameters between mice fed the HFD and the NCD did not reach statistical significance, though the HFD tended to increase the mean weight gain (+1.8 g, +25%), blood glucose (+3.5 mmol/l, +39%), FFAs (+0.2 mmol/l, +20%), and systolic blood pressure (+17 mmHg, +18%).

**Figure 1:**
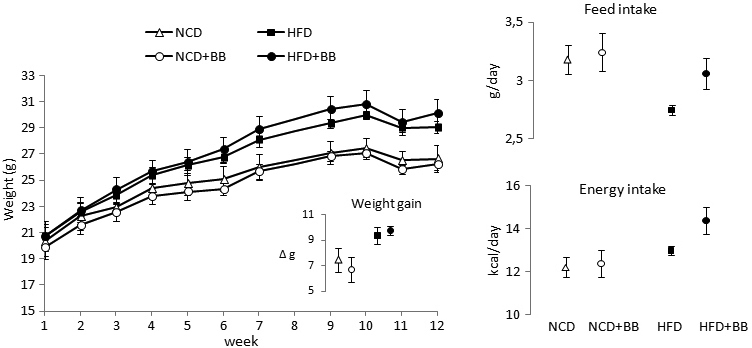
Mean cumulative weight gain, feed and energy intakes of mice in the feeding trial. C57BL/6J mice were fed for 12 weeks with normal control diet (NCD), high-fat diet (HFD), or 5% bilberries (BB) supplemented in these diets. The results are expressed as mean±standard error of the mean (SEM), n=6 mice per group housed pairs.

**Table 2:** Intake of water, feed and energy and five day weight gain of C57BL/6J mice fed with normal control diet (NCD), high-fat diet (HFD) or these diets supplemented with with 5% bilberries (BB).

**Diet**	Water*	**Feed**	Energy*	**Weight gain**
NCD	4.0±0.4	3.3±0.1	12.6±0.3	0.6±0.2
NCD+BB	3.3±0.1	3.4±0.1	12.5±0.4	0.6±0.1
HFD	4.0±0.2	2.9±0.0	13.7±0.2	0.6±0.1
HFD+BB	3.2±0.2	3.0±0.0	13.9±0.8	0.8±0.1

Water, feed (g/day/mouse) and energy intake (kcal/day/mouse) and five day weight gain (g) in the middle of the study (week 6). Data presented as mean ± SEM, n=6 mice per group housed in pairs. *Water, feed and energy intakes of 3 cages, 2 mice per cage converted to mean values per mice ± SEM.

**Table 3:** Systolic blood pressure (SPB, mmHg), blood glucose and serum free fatty acid (FFA) concentrations (mmol/l) of C57BL/6J mice fed with normal control diet (NCD), high-fat diet (HFD) or these diets supplemented with 5% bilberries (BB).

**Diet**	**SBP, mmHg**	**Blood glucose, mmol/l**	**FFA, mmol/l**
NCD	96±5 (2)	9.0±1.0	1.0±0.08 (4)
NCD+BB	97±4 (4)	9.7±1.7	1.0±0.10 (5)
HFD	113±5 (5)	12.5±1.1	1.2±0.15 (5)
HFD+BB	101±3 (2)	14.3±2.2	1.3±0.12 (6)

Results are mean ±SEM, n=6 mice per group (unless in brackets).

When grouped according to the presence of BB in the diet, the mice fed with bilberries (NCD+BB and HFD+BB) consumed significantly less water (p=0.007) than mice not fed with bilberries (NCD and HFD) in the middle phase of the study (Table 2). However, no differences were observed in the average feed intake, energy intake, or weight gain in the middle (week 6) or during the 12 weeks of feeding compared to mice not fed with bilberries (Figure 1, Table 2). The bilberry diets (NCD+BB and HFD+BB) contained 0.92 and 0.83 mg/g anthocyanins and consequently provided 2.94 and 2.66 mg/d of anthocyanins, respectively.

Bilberries in the diet had no significant effects in phenotypic parameters but tended to lower blood pressure (−12 mmHg, −11%) and increase FFAs (+0.1 mmol/l, +8%) and blood glucose levels (+1.8 mmol/l, +14%) in mice fed with the HFD (Table 3). The differences were not statistically significant, possibly due to the low number of animals in this study. Similar observations were found in the subgroups of mice (n=4 per group) used for microarrays of retinal gene expression (Appendix 2).

### Microarray transcriptomics

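Each diet was represented by 1 bead array, hybridized with labeled cRNA pooled from the retinas of 4 mice. No difference between diets therefore has a replicate check, no p-value is given for a single gene, and the number of arrays limits the precision of every value. The NCD provided 10% and the HFD 45% of energy as fat, the bilberry diets contained 5% bilberries and feeding lasted 12 weeks. The diet product codes in the sample labels of the HFD and NCD+BB arrays appeared exchanged against the titles, fat contents and berry labels, so the latter, which matched one another, were used. Every value given for the HFD or the NCD+BB array, the crystallins included, rests on that choice. The authors deposited bead-summary signals without normalization or background correction. These were put on the log2 scale and quantile normalized across the 4 arrays, and a probe was taken as detected at a detection p-value under 0.01. Of 25697 probes on each array, 11385 were detected with the NCD, 11596 with the HFD, 11119 with NCD+BB, 10897 with HFD+BB and 12103 on at least 1 array. The normalized values differed from the log2 values deposited by the authors by a median of 0.00678. Each comparison used the probes detected on at least 1 of its 2 arrays, and values are log2 differences. Higher or lower gives the direction of a difference, and the scatter of the 500 probes nearest in signal is printed for some genes only. The members named for a list, where the paper did not name them, are up to 4 with the largest differences. Sizable values among them come with that choice. The median of a gene list was placed among the medians of 10000 random lists of as many probes with matched signals, which describes these arrays and is not a p-value across mice.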

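On the pair of high-fat arrays against the pair of control-fat arrays, Egr1, a transcription factor induced by neuronal activity, was at -0.86 and Myl1, a myosin light chain of skeletal muscle, at -0.66, both lower with fat. Zbtb7a, a transcriptional repressor, was 0.66 higher on the pair of bilberry arrays. Crystallins, the structural proteins of the lens, were 0.63 to 1.76 higher with fat in 8 probes. Each value is an average over the other factor. Myl1 was not detected with the HFD, nor 1 Cryba1 probe with the NCD, so their values rest partly on undetected signals. Cryaa was detected with the HFD alone, so on the bilberry arrays its signals were undetected throughout. The interaction of fat and bilberries was -2.95 to -1.30 for the crystallins other than Cryab and -0.41 for Cryab. It was 1.07 for Myl1, -0.38 for Zbtb7a and -0.18 for Egr1. So for the crystallins other than Cryab, and for Myl1, the average holds at neither bilberry level. These 11 probes were the ones past an adjusted p of 0.05 when limma was fitted to the 4 arrays with fat and bilberries as additive terms, 10 for fat and 1 for bilberries out of 12103. With other scalings, filters and variance priors 0 to 24 probes passed for fat and 0 to 133 for bilberries. Without adjustment, 616 and 971 probes had a p-value under 0.05. This fit takes the interaction of fat and bilberries, 1 degree of freedom, as the error of each probe. It pulls that error towards a variance shared by all probes, which has 35.66 prior degrees of freedom. The calls therefore rest mostly on the shared variance and assume no interaction. So the 11 are given as a set, and no gene is called from this fit alone. On simulated data it found 90 of 200 probes changed by 0.4 and 27.4% of its calls were false. The F-test of the methods needs the bead variance and bead number of each probe, which were not analysed here.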

A total of 810 differentially regulated genes were identified at p<0.05 after an initial overview of the biologic processes affected (Appendix 3). These 810 genes were used in the GSE and pathway analyses. 

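In retinas of mice fed with HFD+BB, Srr, the enzyme that makes the neuromodulator D-serine, was 0.75 higher than with the HFD, and Ndufaf5, an assembly factor of respiratory complex I, was 0.65 higher. The corneal genes Krt12, a keratin, and Aldh3a1, an aldehyde dehydrogenase, were at -0.76 and -0.74, and the neuronal pentraxin Nptx2 was at -0.71, all lower with bilberries. With NCD+BB against the NCD, the cation channel gene Trpc1 was 0.77 higher and the dehydrogenase gene Dhrs7 0.67 higher. Dct, an enzyme of melanin synthesis, was at -0.92 and Gpnmb, a melanosome protein, at -0.89. Against the NCD, the HFD+BB array was 0.68 higher for Lhx4, a homeobox gene of bipolar cells, and 0.66 higher for Tomm70a, a receptor for mitochondrial import. The phosphatase gene Ctdspl differed by -0.73 and Rfng, a modifier of Notch receptors, by -0.71 in the same comparison. These probes were named because they were among the 10 highest or 10 lowest of their comparison. At most 3 of the 500 nearest probes differed as much, which follows from this choice and is no sign of an effect. Over all detected probes the robust standard deviation of the difference was 0.148 for HFD against NCD, 0.168 for HFD+BB against HFD, 0.166 for NCD+BB against NCD and 0.162 for HFD+BB against NCD.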

The gene expression changes in the retina were examined by comparing 1) HFD-induced expression (HFD/NCD), 2) bilberry-induced expression in obesity (HFD+BB/NCD), and 3) bilberry-induced expression compared to their corresponding controls (HFD+BB/HFD and NCD+BB/NCD). In addition, we compared the genes up- and downregulated by the HFD to genes expressed in the opposite direction by BB, parallel in both BB diets (Figure 2).

**Figure 2:**
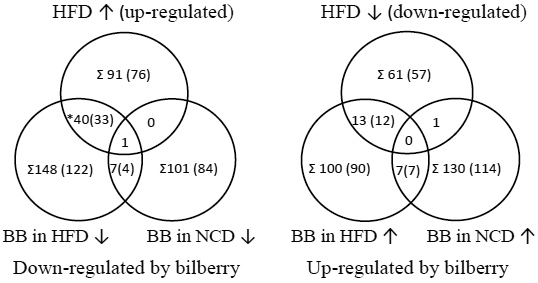
Differentially regulated transcript counts in the mouse retina after the feeding trial. C57BL/6J mice fed with normal control diet (NCD), high-fat diet (HFD) and 5% bilberries (BB) in these diets for 12 weeks. Counts from HFD up- and downregulated probes (genes) with opposite ≥1.3 fold changes (a cut-off value equal to 0.4 in the log ratio) when compared to bilberry regulated probes - HFD+BB versus HFD or NCD+BB versus NCD (Σ, the sum and gene count in brackets, * Includes the group of crystallins).

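Dusp10, a phosphatase that inactivates stress kinases, was 0.52 higher with the HFD than with the NCD and at -0.51 for HFD+BB against HFD, the opposite direction. H4c4, a core histone, gave 0.57 and -0.60 and Mafa, a transcription factor of beta cells and amacrine cells, 0.43 and -0.48. Of the 3 arrays both were detected with the HFD alone, so H4c4 was at least 1.40-fold higher and 1.31-fold lower, and Mafa 1.17-fold and 1.10-fold. In the other direction, Srr was at -0.42 with the HFD, and Pxn, a focal adhesion adaptor, gave -0.54 with the HFD and 0.40 when bilberries were added to it. Of 135 probes at least 0.4 higher with the HFD, 43 were at least 0.4 lower with HFD+BB than with the HFD (31.9%), and 12 of the 43 were crystallins, 9 of them also with undetected signals set at the lowest detected one. Of 62 probes at least 0.4 lower with the HFD and detected in both comparisons, 13 were at least 0.4 higher with HFD+BB (21.0%). The HFD array is part of both comparisons, so opposite differences arise without any effect of diet. When the 4 values of each probe were dealt at random to the arrays in 100 draws, these shares were on average 23.2% (range 16.6 to 30.8) and 20.9% (range 13.9 to 28.7). For NCD+BB against NCD, which shares the NCD array in the same position and so seldom gives opposite differences, 1 of 100 probes higher with the HFD and 0 of 90 lower with the HFD had them, and random dealing gave 0.732% and 0.491%.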

### High-fat diet induced gene expression changes in the retina

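Core histones, which package DNA, went both ways between the HFD and the NCD. H4c6 was 0.41 higher with the HFD and H4c12 was at -0.44, or at least 1.18-fold lower as it was not detected with the HFD, while H2ac24 was 0.24 higher. Of 36 detected probes of replication-dependent histones, 19 were higher and 17 lower, with a median of 0.012, above 68.14% of the random lists. The other lupus pathway members, complement, Fc receptor and major histocompatibility class II genes, had a median of -0.011 over 21 probes, above 44.16% of the random lists. Among them the antigen-presenting gene H2-Ab1 gave -0.29 and -0.17 on 2 probes, the first not detected with the HFD (at least 1.19-fold lower), and the splicing protein gene Snrpb, an autoantigen in lupus, 0.22.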

The most significantly regulated pathway found between the HFD and the NCD, within the similar number of genes up- and downregulated, was systemic lupus erythematosus (SLE) with 15 genes within the search criteria (Table 4 and Table 5). 

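Prkce, a protein kinase C that acts on the insulin receptor, was 0.55 higher with the HFD than with the NCD (at least 1.37-fold, as the NCD array did not detect it), and Socs1, which dampens insulin and cytokine signals and was detected on 1 array, was 0.40 higher (at least 1.01-fold). The regulatory subunit gene Pik3r2 of phosphoinositide 3-kinase was at -0.31, at least 1.23-fold lower as it was not detected with the HFD. Among gap junction genes, Gucy1b1, a subunit of the nitric oxide receptor, was 0.24 higher and the connexin gene Gjb1, detected on 1 array, was too dim for a difference to be given. The small GTPase gene Nras, a member of long-term potentiation, was at -0.30. Among adhesion genes, the synaptic neuroligin Nlgn3 was 0.47 higher and Pecam1 of endothelial cells, detected on 1 array, 0.35 higher (at least 1.01-fold), and the adhesion molecule Cadm3 was at -0.37. The medians were 0.039 over 33 probes of type II diabetes and insulin signaling, 0.014 over 39 gap junction probes, 0.037 over 45 long-term potentiation probes and -0.018 over 53 adhesion probes. They lay above 88.84%, 70.13%, 93.75% and 27.53% of the random lists. These 4 lists were written after values of some members had been seen.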

Interestingly, T2D, Gap junction, and long-term potentiation (LTP) as well as cell adhesion molecules (CAMs) pathways were significant, but with a fairly low gene number (Table 4). 

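Among genes of mitogen-activated protein kinase signaling, the growth factor homolog gene Fgf12 was 0.39 higher and the Ras-related gene Mras 0.38 higher with the HFD than with the NCD, while Ddit3, a transcription factor of the stress response, was at -0.36. Among apoptosis genes, the DNA damage kinase Atm was at -0.38 (at least 1.25-fold lower) and Irak3, which restrains Toll-like receptor signals, at -0.30 (at least 1.06-fold), neither detected with the HFD, and the initiator caspase gene Casp9 at -0.23. As whole lists, 71 mitogen-activated kinase probes were higher and 95 lower of 167, and 27 apoptosis probes were higher and 35 lower of 62. The median was -0.024 for the kinase list and -0.024 for apoptosis, above 7.6% and 19.22% of the random lists. Single kinase list probes 0.4 or more apart numbered 1 higher and 0 lower.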

When analyzing either up- or downregulated genes between these diets, the mitogen-activated protein kinase (MAPK; up) and apoptosis (down) pathways displayed the highest number of differentially regulated genes (Table 5). 

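Crybb2, a beta crystallin, was 3.17 higher with the HFD than with the NCD on the log2 scale (9.00-fold), Crygs, the main gamma crystallin of the adult lens, 3.09 higher, Cryba2 3.04 higher and Cryba1 2.97 higher. Cryba4 was 2.08 higher, and Cryab, a small heat shock protein also made in retinal glia, 0.84 higher. Among named genes detected on both arrays the next were much closer, with Tff2, a secreted mucosal peptide, at 0.62 and Pik3ip1, an inhibitor of phosphoinositide 3-kinase, at 0.59. Among the lowest, Egr1 was at -0.77, the muscle actin Acta1 at -0.64, the RNA helicase gene Dhx37 at -0.61 and Asl, an enzyme of the urea cycle, at -0.57. For Crybb2 the scatter of the 500 nearest probes was 0.13, and 0 of them differed as much. Of the 7 probes at least 2-fold higher with the HFD, 7 were crystallins.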

Among the most differentially expressed genes were the crystallins (Table 6). Several crystallins such as crystallin alpha A, crystallins beta A1, A2, A4, and beta B1, B2, B3, and crystallins gamma B, C, and S showed higher expression in samples from the HFD-fed versus the NCD-fed mice, suggesting an upregulation of these genes induced by the HFD.

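Cryaa, the lens chaperone alpha A, was detected only with the HFD and was at least 2.59-fold higher than with the NCD. By the same reckoning, in which the array without detection was set at its lowest detected signal, Crybb3 was at least 1.64-fold, Crygb at least 1.66-fold, Crybb1 at least 1.23-fold, Crygd at least 1.16-fold and Crygc at least 1.11-fold higher. The second Cryba1 probe was at least 4.75-fold higher. Of 18 crystallin probes on the array, 13 from 12 genes were detected on at least 1 array, all 13 with the HFD but 6 with the NCD. The median of the 13 was 1.73, the value of Cryaa against an undetected signal, and 1.38 with such signals set at their bound, which was chosen after the values had been seen, and 100% of the random lists lay below either. The crystallin median, HFD over NCD, was 3.00 over the 6 probes detected on all 4 arrays and 0.825 without a detection filter, and with 1 probe left out at a time it ran from 1.29 to 1.90. Other lens genes could barely be measured, since 14 of 18 probes were not detected on any array. Mip, the water channel of lens fibers, was seen with the HFD alone and was at least 1.18-fold higher. The eye tissue genes Tdrd7, Aqp5 and Hsf4 differed by 0.13, 0.057 and -0.050. From the higher expression of several crystallins, the paper proposes that the HFD upregulated these genes.

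**Figure D1:**
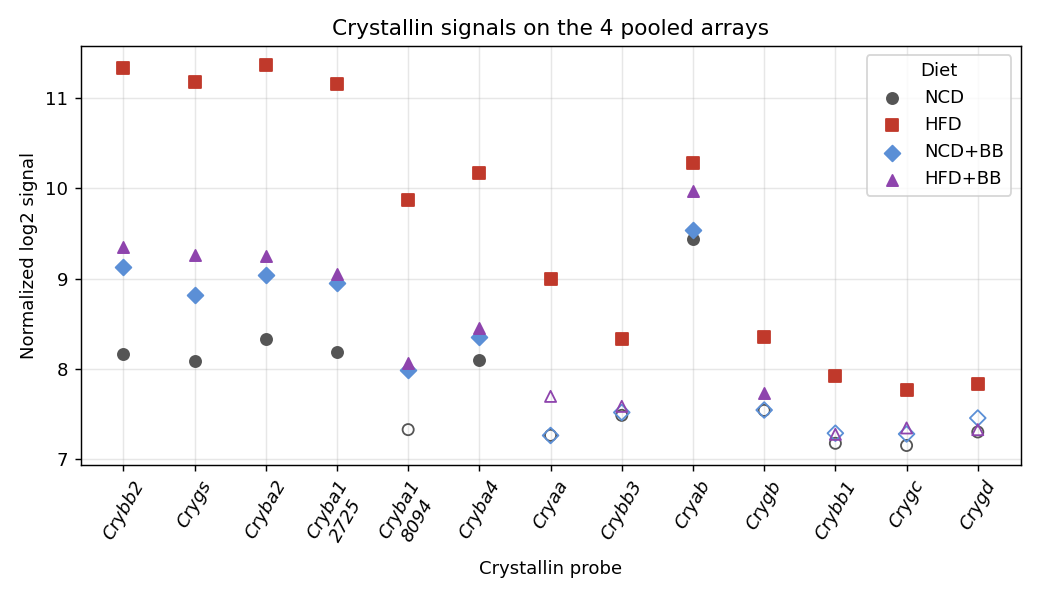
Normalized log2 signal (vertical axis) of the 13 detected crystallin probes (horizontal axis) on the NCD, HFD, NCD+BB and HFD+BB arrays, 1 marker per array, with open markers where the probe was not detected at a detection p under 0.01. All 13 probes were highest with the HFD. As measured, 12 were lowest with the NCD, but 6 were detected there and 7 with NCD+BB, so part of this order lies among undetected signals.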

**Table 4:** Pathway analyses of retinal gene expression in C57BL mice fed normal control diet (NCD), high fat diet (HFD) or bilberries (BB) in these diets for 12 weeks.

**Description of group**	**Pathway**	**Genes^1^**	**Z-score^2^**
HDF vs NCD	Systemic lupus erythematosus	15	11.84
	Type II diabetes mellitus	3	3,87
	Allograft rejection	3	3,50
	Graft-versus-host disease	3	3.5
	Type I diabetes mellitus	3	3.24
	Amoebiasis	4	2.91
	Antigen processing and presentation	3	2.81
	Apoptosis	3	2,44
	Cell adhesion molecules (CAMs)	4	2,40
HFD+BB vs NCD	Systemic lupus erythematosus	14	10.85
	Protein processing in ER	5	3.06
	MAPK signaling pathway	6	2.38
	Wnt signaling pathway	4	2.19
NCD+BB vs NCD	Systemic lupus erythematosus	14	9.62
	Dilated cardiomyopathy	3	2.1
HFD+BB vs HFD	Systemic lupus erythematosus	16	11.4
	Tyrosine metabolism	3	3.99

Pathway analyses in Pathvisio using p-values and fold changes (FC) in KEGG pathways to identify the differences in the diet groups. ^1^The number of genes passed criteria of p<0.05 AND LR> 0.4 OR LR<-0.4 (equal to fold changes: FC >1.3 OR FC<1.3). ^2^The standard statistical test (z-test) under the hypergeometric distribution.

**Table 5:** Gene set enrichment analyses (GSEA) of retinal expression in C57BL mice fed normal control diet (NCD), high fat diet (HFD) or bilberries (BB) in these diets for 12 weeks.

**Limit^1^**	**Term**	**Count**	**Fold enrichment**	**p-value^2^**
**HFD versus NCD**				
**upregulated (n=431, 2 unknown)**				
	Dilated cardiomyopathy	7	3.5	0.01
	Hypertrophic cardiomyopathy (HCM)	6	3.3	0.03
	MAPK signaling pathway	11	1.9	0.06
**down regulated (n=374, 3 unkwown)**				
	Apoptosis	11	6.2	0
	Calcium signaling pathway	10	2.6	0.02
	Melanogenesis	6	2.9	0.05
	Long-term potentiation	5	3.5	0.05
**HFD+BB versus NCD**				
**upregulated (n=395, 2 unknown)**				
	Systemic lupus erythematosus	7	3.5	0.01
	Colorectal cancer	6	3.6	0.02
**down regulated (n=410, 3 unknown)**				
	Apoptosis	10	5	0
	Calcium signaling pathway	10	2.3	0.03
	Gap junction	6	3.2	0.05
**HFD+BB versus HFD:**				
**upregulated (n=393, 1 unknown)**				
	Systemic lupus erythematosus	7	3.4	0.02
**down regulated (n=412, 4 unknown)**				
	Apoptosis	9	4.7	0
**NCD+BB versus NCD:**				
**upregulated (n=416, 2 unknown)**				
	Systemic lupus erythematosus	8	3.6	0.01
**down regulated (n=389, 3 unknown)**				
	Apoptosis	9	5.1	0
	MAPK signaling pathwway	11	2	0.04
	Calcium signaling pathway	9	2.3	0.04

The gene expression enrichment results for KEGG pathways determined by over-representation analysis in DAVID.^1^ limits in search criteria up: p<0.05 AND LR> 0 OR down: LR<0 regulated probes. Log ratio (LR) determined by subtracting the denominator groups from numerator groups’ natural log-expression values.  ^2^ p values from F-test statistics with Bonferroni’s correction for multiple testing (DAVID).

**Table 6:** Differentially regulated gene expression of the group of crystallins between NCD, HFD and bilberries (BB) in these diets to NCD and HFD+BB to HFD after 12 weeks (n=13, number (#) of order in genes with p<0.01 in Supplement 4, average log ratio from 4 samples per group).

		**HFD**	**HFD+BB**	**NCD+BB**	**HFD+BB**		
**#**	**Symbol**	**NCD**	**NCD**	**NCD**	**HFD**	**Name**	**Entrez_ID**
1	*Crybb2*	3.16	1.16	0.94	−2	Crystallin, beta B2	12961
2	*Crygs*	3.08	1.16	0.72	−1.93	Crystallin, gamma S	12970
3	*Cryba2*	3.03	0.9	0.7	−2.13	Crystallin, beta A2	12958
4	*Cryba1*	2.96	0.83	0.74	−2.13	Crystallin, beta A1	12957
5	*Cryba4*	2.05	0.35	0.25	−1.7	Crystallin, beta A4	12959
6	*Cryba1*	2.53	0.76	0.68	−1.77	Crystallin, beta A1	12957
8	*Cryaa*	1.74	0.45	0	−1.29	Crystallin, alpha A	12954
16	*Crybb1*	0.77	0.1	0.12	−0.67	Crystallin, beta B1	12960
18	*Crybb3*	0.86	0.1	0.03	−0.76	Crystallin, beta B3	12962
19	*Crygb*	0.82	0.2	0	−0.62	Crystallin, gamma B	12965
28	*Crygc*	0.64	0.2	0.13	−0.44	Crystallin, gamma C	12966
55	*Cryab*	0.83	0.52	0.09	−0.32	Crystallin, alpha B	12955
69	*Crygd*	0.55	0.03	0.16	−0.52	Crystallin, gamma D	12967

### Bilberry induced gene expression changes in the retina

Genes associated with SLE, protein processing in the endoplasmic reticulum, and the MAPK pathway appear to be significantly regulated in response to HFD+BB. 

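In HFD+BB against NCD, the chaperone Cryab was 0.53 higher, the protease gene Capn2 0.42 higher and Dnajb1, which assists heat shock protein 70, 0.41 higher. These are members of protein processing in the endoplasmic reticulum. Between HFD+BB and HFD, Rad23b, which carries damaged proteins to the proteasome, was at -0.53 and the mannosidase-like gene Edem2 at 0.38. Among MAPK genes, the calcium channel subunit gene Cacng3 was at -0.48 and the kinase gene Nlk at 0.43 against the NCD. The SLE member H2-DMa, which loads peptides on class II molecules, was 0.45 higher and the autoantigen gene Trim21 at -0.40. The median over 125 endoplasmic reticulum probes was 0.016 against the NCD and 0.035 against the HFD, above 83.52% and 96.41% of the random lists, and this list was written after values of some members had been seen. For MAPK signaling the medians were -0.025 and -0.0047, above 5.91% and 31%. For the SLE genes other than histones they were -0.057 and -0.0058, above 12.27% and 44.24%.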

The SLE pathway was affected when diets with bilberries were compared to both control diets (Table 4 and Table 5). 

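Histone genes were higher with bilberries as a group. The largest single difference between HFD+BB and the HFD went the other way, with H4c4 at -0.60, and H4c12 was 0.52 higher. Both rest partly on undetected signals. The histone genes H2ac12 and H3c4 were 0.40 and 0.32 higher with HFD+BB than with the HFD. With NCD+BB against the NCD, H4c6 was 0.66 higher, H3c13 0.36 and H3c7 0.35 higher. Over 36 probes the median was 0.12 for HFD+BB against HFD, 0.14 for NCD+BB against NCD and 0.088 for HFD+BB against NCD, with 29, 27 and 31 probes higher. These medians lay above 99.97%, 100% and 99.87% of the random lists. The probes at least 0.4 apart were 2 higher and 1 lower, 1 higher and 0 lower, and 2 higher and 0 lower. When undetected probes were included, the replication-dependent histones median, NCD+BB over NCD, was 0.023 and no longer apart from the random lists. Over 33 lists and 4 comparisons, 20 medians of 132 lay outside the central 95% of the random lists, where 6.6 were expected if all were independent. They are not, as the comparisons share arrays and some lists share genes. Members of a list may also vary together, which random lists do not reproduce. The paper had already reported the crystallins and the histones from these arrays.

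**Figure D2:**
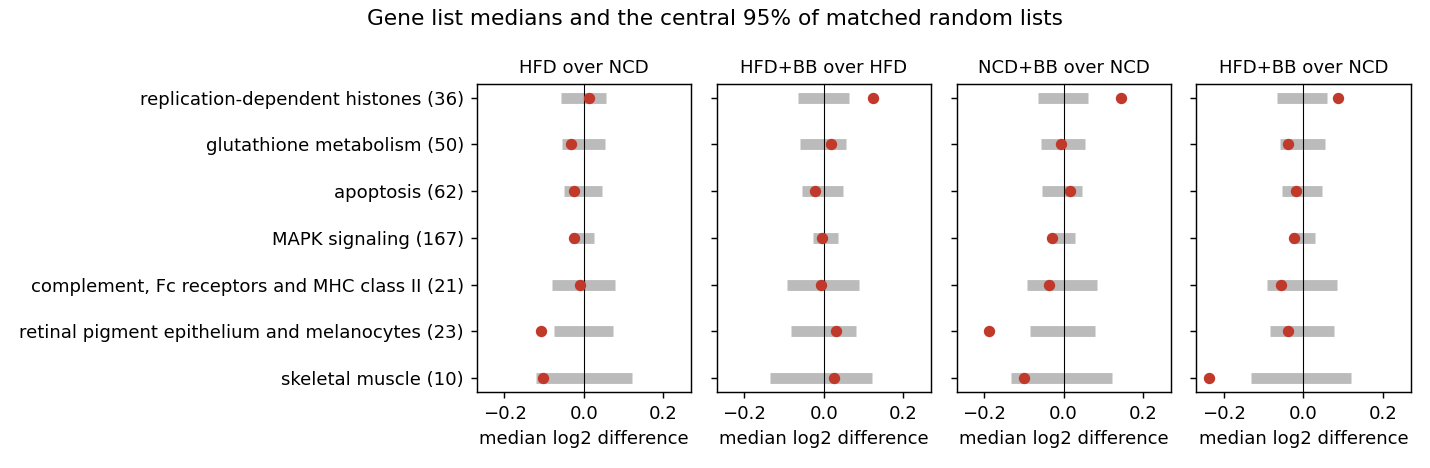
Median log2 difference (horizontal axis) of 7 gene lists in the 4 comparisons, with the list's own median in red and the central 95% of random lists with matched signals in grey. The histone medians lie to the right of the grey range in the 3 comparisons with bilberries, and the pigment epithelium medians to its left for HFD over NCD and NCD+BB over NCD.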

The number of significantly regulated genes within the SLE pathway (14–16 genes) remained similar in all groups. In addition to the previous pathways, downregulated genes in retinas of mice fed with bilberries compared to both control diets displayed significant regulation of the apoptosis pathway. 

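With HFD+BB against the HFD, both probes of the kinase gene Prkaca were lower, 1 of them with the largest difference among members detected on both arrays, and the calcineurin-binding gene Chp1 was 0.33 higher on 1 probe. Another Chp1 probe and Fas, a death receptor, were detected with the HFD alone and too dim there for a difference to be given. With NCD+BB against NCD, Prkaca again had the largest difference and was the only member at least 0.4 apart, lower with bilberries. The death receptor gene Tnfrsf10b, not detected with the NCD, was 0.39 higher (at least 1.26-fold), Capn2 0.36 higher and the survival gene Bcl2 0.33 higher. As a list, 29 of 62 apoptosis probes were higher and 33 lower with HFD+BB than with the HFD, and 32 were higher and 30 lower with NCD+BB than with the NCD. The medians were -0.021 and 0.015, above 24.91% and 77.71% of the random lists. Against the NCD, HFD+BB gave a median of -0.018, above 30.31%.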

The MAPK pathway was affected in the HFD+BB group (Table 4) and displayed potential downregulation in NCD+BB (Table 5). This may indicate that bilberries are able to induce differential regulation of genes within the MAPK pathway. 

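Dusp8, a phosphatase of MAP kinases in neurons, was at -0.50 with HFD+BB against HFD and at -0.44 with NCD+BB against NCD, lower with bilberries on both diets. Pdgfb, a growth factor for pericytes, was at -0.44 and the signaling adaptor Traf6, not detected with the HFD, 0.42 higher with HFD+BB (at least 1.25-fold). With NCD+BB, Mras was 0.49 higher, as was Fos, an immediate early gene, at 0.49. Of 167 MAPK probes, 1 was at least 0.4 higher and 5 were at least 0.4 lower with HFD+BB than with the HFD, and 4 and 3 with NCD+BB than with the NCD. The median for NCD+BB against NCD was -0.030, above 3.57% of the random lists and so inside their central 95%. The MAPK signaling median, NCD+BB over NCD, left that range without normalization (-0.12), with median centring (-0.11), under cyclic loess (-0.033), with detection on all 4 arrays (-0.040) or at 0.05 (-0.039) and with no detection filter (-0.029).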

If one examines the most differentially expressed (p<0.01, n=131) genes between all groups, then a total of 13 were crystallins (beta, gamma, and alpha) with mitigated expression in the HFD+BB group (Table 6, Appendix 4). These crystallins were furthermore potentially downregulated in HFD+BB to the HFD.

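On the HFD+BB array Crybb2 stood at 9.35, against 11.34 with the HFD, 9.12 with NCD+BB and 8.17 with the NCD. Crygs was 1.17 and Cryba2 0.92 higher with HFD+BB than with the NCD. Of the excess over the NCD that was seen with the HFD, in the deposited signals without normalization, Cryba4 kept a share of 0.0793, Cryba1 0.111, Crygs 0.157 and Cryab 0.466 with HFD+BB. The crystallin medians against the NCD, 0.43 with HFD+BB and 0.15 with NCD+BB, were values of probes that neither array detected. With undetected signals set at their bound, or at no difference for the 5 and 6 probes detected on neither array, the medians were 0.36 and 0.094, above 100% and 97.83% of the random lists. Counted this way, 4 probes were at least 0.4 higher and 0 lower with NCD+BB against NCD. Of the 13 probes, 11 were higher with HFD+BB than with NCD+BB, though only 8 were detected with HFD+BB and 7 with NCD+BB.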

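Cryba2 was at -2.12 and Cryba1 at -2.11 with HFD+BB against HFD, which made them the lowest genes of this comparison. Crybb2 was at -1.99, Crygs at -1.91 and Cryba4 at -1.72, while Cryab, which retinal cells also make, was at -0.31. Cryaa was at least 2.43-fold lower and Crybb3 at least 1.54-fold lower, as they were not detected with HFD+BB. All 13 crystallin probes were lower. With undetected signals set at their bound, 9 were lower by 0.4 or more and the median was -1.28 (-1.30 as measured, the value of Cryaa), with 0% of the random lists below it. The crystallin median, HFD+BB over HFD, ran from -1.51 to -1.02 without 1 probe at a time, and was -2.12 with normexp background correction and -0.63 without a detection filter. Outside the crystallins, the lowest genes detected on both arrays were the corneal Krt12 and Aldh3a1, and the list of corneal, conjunctival and ciliary genes had a median of -0.093, above 4.73% of the random lists. Among all probes, 7 were at least 2-fold lower and 7 of these were crystallins.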

### Bilberry induced gene expression changes in high-fat-diet upregulated genes in the retina

Further gene enrichment approaches were applied to clarify the significance of either HFD versus NCD up- or downregulated genes having opposite fold changes in the groups fed bilberries. This was performed to explore molecular functions or biologic processes in the absence of differently regulated pathways. The results revealed that apoptosis and MAPK and the biologic process of eye development and molecular function of the structural constituents of the eye lens seemed to be modulated by bilberries. HFD up- (359, 76) or HFD down- (318, 57) regulated genes with opposite fold changes in each group with bilberries are described with the number of identifiers recognized in DAVID (0, 1.3 fold change [FC] for cut-off value). A zero cut-off was used since with FC≥1.3 the number of genes with opposite FC was too low for GSEA (Figure 2). While simultaneously upregulated by HFD and downregulated by HFD+BB versus HFD (250, 33), the enrichment of genes displayed no previously shown pathways but pointed to the molecular functions of the structural constituents of the eye lens as being significant (13 genes, p=4.9E-18, 46.7 fold enriched), including 12 crystallins (Table 2) and the major intrinsic protein of eye lens fiber (*Mip*). These genes were also found within the biologic process of eye development (12 genes, p=4.4E-6, 6.1 fold enriched). These molecular functions and biologic processes were furthermore found in HFD upregulated genes when compared to genes downregulated by HFD+BB versus NCD (161, 77). 

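Mip, the lens fiber water channel, was at least 1.10-fold lower with HFD+BB than with the HFD. Outside the lens genes, the probes at least 0.4 apart in both directions included Pnmt, which makes adrenaline, Abcd2, a peroxisomal transporter, and Nccrp1. Of 5923 probes higher with the HFD by any amount, 3978 were lower with HFD+BB than with the HFD (67.2%). Random dealing of each probe's 4 values gave 67.8% on average (range 66.2 to 69.4), since the HFD array sits in both comparisons. The share was 76.1% without normalization and 85.3% with each array centred on its median. These settings put most probes lower in HFD+BB over HFD, with medians of -0.0396 and -0.092, and no random share is set beside them. Across 11661 probes, which are not independent replicates, the differences of HFD against NCD and HFD+BB against HFD had a correlation of -0.539. Random dealing gave -0.519 on average (range -0.549 to -0.478). The controls cannot be split to avoid the shared array, as each diet had 1 array. Pnmt, Nccrp1 and Abcd2 were named after their values had been seen.

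**Figure D3:**
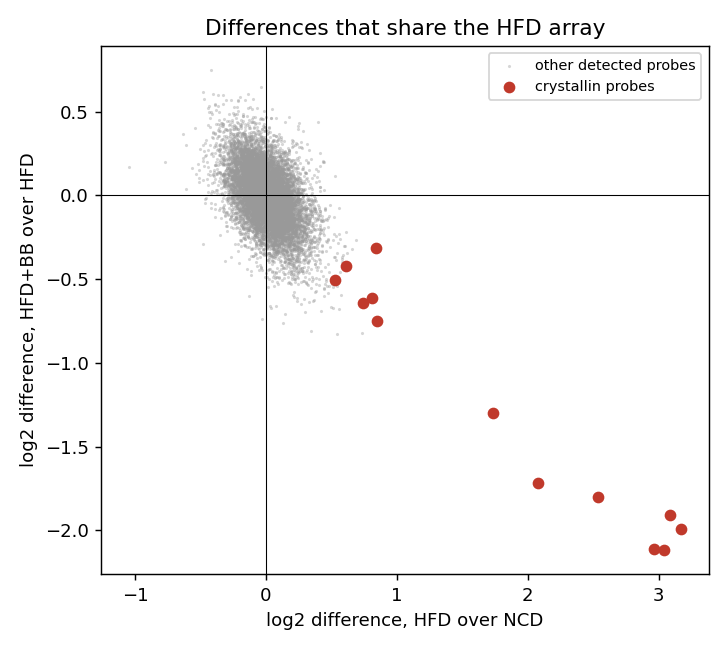
Log2 difference of HFD against NCD (horizontal axis) and of HFD+BB against HFD (vertical axis) for each probe detected in both comparisons, with crystallin probes in red. The cloud slopes downward with a correlation of -0.539. Of the 13 crystallin probes, 7 lie far out at the lower right, and the others lie nearer the cloud, with Cryab at 0.84 and -0.31.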

Altogether, the HFD+BB group showed similar genes (crystallins) differentially regulated compared to either background diet, and six of these genes were expressed with ≥2.5 FC in the HFD (Figure 2, Table 6).

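Crybb2, Crygs, Cryba2, Cryba1, Cryba4 and Cryaa, 6 crystallin genes with 7 probes, were at least 2.5-fold higher with the HFD than with the NCD in the normalized signals. Of the 13 probes with the highest differences with the HFD as measured, 11 were crystallins. Among these, Cryaa, Crybb3, Crygb, Crybb1 and 1 Cryba1 probe were ranked against an undetected NCD signal. For Crybb1 the difference was 0.74 as measured but at least 0.298 by its bound. Against the NCD, Cryba1 was 0.86 and Cryba4 0.36 higher with HFD+BB, and none of the 8 crystallin probes detected with HFD+BB was lower there. Among all probes higher with the HFD, 2052 of 5515 were lower with HFD+BB than with the NCD (37.2%), against 33.2% (range 31.6 to 34.7) when values were dealt at random. Without normalization it was 50.5% and with median centring 64.7%, settings that put the median of HFD+BB over NCD at -0.0798 and -0.1448.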

### Bilberry induced gene expression changes in high-fat-diet downregulated genes in the retina

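Creld2, a chaperone of the endoplasmic reticulum, was at -0.43 with the HFD and 0.53 higher when bilberries were added, and Tyrp1, an enzyme of melanin synthesis, gave -0.42 and 0.50. The calcium release channel gene Ryr3 was 0.57 higher with HFD+BB than with the HFD. Tnf, the gene for tumor necrosis factor alpha, was not detected on any of the 4 arrays. Of 5706 probes lower with the HFD by any amount, 3775 were higher with HFD+BB than with the HFD (66.2%), and random dealing of the values gave 66.6% on average (range 65.1 to 68.0). For HFD+BB against NCD the opposite direction was seen in 2132 of 5959 probes (35.8%), where random dealing gave 32.0% (range 30.4 to 33.7). For NCD+BB against NCD it was seen in 2008 of 5959 probes (33.7%), inside the range of random dealing, 30.6 to 33.9. All 3 shares moved with scaling, at 51.2%, 19.7% and 18.4% without normalization and 35.9%, 10.7% and 20.6% with median centring. These settings put most probes lower, with HFD+BB over NCD at a median of -0.0798 and -0.1448, so the shares fall by construction. No random share is set beside them.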

If one examines the HFD downregulated genes that were upregulated in HFD+BB versus HFD (222, 12), the apoptosis pathway (four genes, p=0.081, 3.9 fold enrichment) was shown with a probe for tumor necrosis factor-alpha (TNF-α) also recognized in the SLE pathway. HFD downregulated and HFD+BB versus NCD upregulated only a low number of genes (128, 0) that were enriched within two pathways: colorectal cancer (four genes, p=0.022, 6.5 fold enriched) and melanogenesis (four genes, p=0.032, 5.6 fold enriched). The apoptosis pathway (4 genes, p=0.021, 6.6 fold enriched) was enriched with HFD down- and BB in NCD upregulated genes to NCD (123, 1), but surprisingly it was also enriched within the downregulated genes in the mouse retina of NCD+BB to NCD (Table 5) indicating that NCD+BB may influence multiple genes via increased and decreased expression in this pathway.

### Bilberry induced gene expression

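Among the histone genes, H2ac10 (histone cluster 1 H2af) was 0.30 higher with HFD+BB than with the HFD and 0.32 higher with NCD+BB than with the NCD. H2ac20 (histone cluster 2 H2ac) was 0.24 and 0.28 higher, and H2ac7 (histone cluster 1 H2ad) 0.14 and 0.10 higher. H4c12 (histone cluster 1 H4k) was 0.52 higher on the HFD background (at least 1.25-fold, as the HFD array did not detect it) and -0.086 on the NCD background, and H2ac1 (histone cluster 1 H2aa) was not detected. Gstt2, which couples glutathione to toxic compounds, was 0.45 and 0.29 higher. Txndc12, a thiol oxidoreductase of the endoplasmic reticulum, was 0.33 and 0.76 higher. Gclm, a subunit of the enzyme that starts glutathione synthesis, gave 0.0005 and 0.17, and the 2 probes of Gpx5, a glutathione peroxidase, were not detected. As a list, glutathione metabolism had medians of 0.019 and -0.0076 over 50 probes, above 75.58% and 44.02% of the random lists. Higher values in both bilberry comparisons were seen in 2997 of 11311 probes (26.5%), where random dealing gave 24.9% (range 23.9 to 25.9). The share was 13.8% without normalization, 11.0% with median centring and 25.5% with no detection filter. The first 2 settings put most probes lower with bilberries, so the share falls by construction. Without normalization the medians were -0.0396 for HFD+BB over HFD and -0.0885 for NCD+BB over NCD. No random share is set beside these values, so whether the excess held was not tested. Of 130 probes at least 0.4 higher with HFD+BB than with the HFD, 9 were shared (6.92%), among them Zbtb7a. This was inside the range of random dealing, which gave 4.22% on average (range 0.0 to 8.62).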

BB in both diets (NCD+BB to NCD and HFD+BB to HFD) increased the expression of 204 genes enriched in the SLE pathway (histone clusters 1 *H2aa*, *H2ad*, *H2af*, and *H4k* and histone cluster 2 *H2ac*; p=0.016, 5.1 fold enrichment) and the glutathione metabolism pathway (glutamate-cysteine ligase [*Gclm*], glutathione S-transferase theta 2 [*Gstt2*], glutathione peroxidase 5 [*Gpx5*], thioredoxin domain-containing 12 [*Txndc12*], p=0.013, 8.0 fold enrichment). 

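Prkaca, the catalytic subunit alpha of cAMP dependent protein kinase, was at -0.17 and -0.33 on 2 probes with HFD+BB against HFD and at -0.44 and -0.23 with NCD+BB against NCD. Prkacb was at -0.25 and -0.14, and Ppp3cc, a subunit of the phosphatase calcineurin, at -0.30 and -0.23, all lower with bilberries. Stk4, a kinase that promotes apoptosis, was at -0.35 and -0.15. The phosphatase gene Dusp16 gave 0.048 and 0.058 on one probe and -0.014 and -0.012 on another. The calcium channel gene Cacnb4 gave -0.087 and 0.073 on one probe and -0.12 and -0.42 on another. Casp8, Cflar and Dusp18 were not detected on any array. Lower values in both bilberry comparisons were seen in 3059 of 11311 probes (27.0%), and random dealing gave 24.9% (range 24.0 to 25.7). Without normalization 43.2% and with median centring 50.7% were lower in both, settings that put most probes lower with bilberries. Of 174 probes 0.4 or more lower with HFD+BB than with the HFD, 8 were shared (4.6%). Random dealing gave 4.69% on average (range 0.787 to 8.59).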

The genes (197) downregulated by both BB diets were found enriched in the apoptosis (caspase 8 [*Casp8*] and fas-associated protein with death domain (FADD)-like apoptosis regulator [*Cflar*], cyclic adenosine monophosphate (cAMP) dependent protein kinase catalytic alpha and catalytic beta [*Prkaca, Prkacb*] and protein phosphatase 3, catalytic subunit, isoform gamma [*Ppp3cc*], p=0.001, 5.8 fold enrichment) and MAPK (*Prkaca*, *Prkacb*, *Ppp3cc*, dual specificity phosphatase 16 and 18 [*Dusp16, Dusp8*], serine/threonine kinase 4 [*Stk4*], voltage-dependent calcium channel beta 4 subunit, p=0.043, 2.7 fold enrichment) pathways. Moreover, these pathways were also discovered among the genes (105) downregulated by HFD and upregulated by BB (glutathione metabolism: *Gpx5*, *Gstt2*, *Gclm*; p=0.032; 10.3 fold enriched), and among the genes (120) upregulated by HFD and downregulated by BB (MAPK: *Stk4*, *Prkaca*, *Prkacb*, *Dusp8*, *Dusp16*, p=0.07, 3.1 fold enrichment). These consistent changes in gene expression, induced by BB in opposite direction to the HFD-regulated genes, clearly point to diet-dependent transcriptional regulation and furthermore were not attributable to the control diets.

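Gclm was -0.32 with the HFD against the NCD, that is lower, while Gstt2 differed by -0.033. Among the kinase genes, Stk4 differed by 0.036 and Prkacb by 0.057 with the HFD. The 2 Prkaca probes gave -0.22 and 0.11, Dusp8 0.066 and the detected Dusp16 probes 0.094 and 0.16. The differences were within the scatter of the nearest probes for Gstt2, Stk4, Prkacb and Dusp8, where at least 279 of 500 differed as much. For Gclm 31 of the 500 did. Lower with the HFD and higher with bilberries on both diets were 1535 of 5704 probes (26.9%), and higher with the HFD and lower with bilberries on both diets were 1559 of 5553 (28.1%). Random dealing gave 24.4% (range 23.1 to 26.1) and 25.1% (range 23.8 to 26.7). The shares moved to 12.7% and 43.8% without normalization and to 11.0% and 44.8% with median centring. These settings put most probes lower with bilberries, and no random share is set beside them.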

## Discussion

Obesity and diabetes are well recognized risk factors for ocular diseases. Several disease models in rodents have been successfully created to study obesity-associated phenotypic changes at the tissue level. The most commonly applied models of diabetes involve STZ treatment that evoke compromised glycemic homeostasis and thus represent a model of type 1 diabetes resulting from decreased insulin secretion due to gradual pancreatic beta-cell death. By using STZ in rodents as well as genetic models, numerous advances have been made in the pathology of diabetes and age-related progression of retinal disorders. However, only a few studies have used C57BL mice with an HFD to evaluate the retinal gene expression changes related to the gradual progression of diabetes. In this study, we used the microarray screening approach and identified similar changes in crystallin expression as found in the previous models using STZ. We also show how bilberries rich in anthocyanins, known for their anti-inflammatory and antioxidative properties, seem to counteract the major gene expression changes found in mice retinas due to consumption of an HFD. The differences in phenotype parameters and in the expression of transcripts in mice retinas between the HFD and the NCD with or without bilberries will be discussed here to explore the possible effects of bilberries at the molecular level.

### Phenotype

The HFD- and HFD+BB-fed mice exhibited increased weight from 5 weeks of the trial and had elevated weight gain and systolic blood pressure as well as higher FFA and non-fasting blood glucose concentrations. Due to the small number of mice and the high variation, statistically significant differences were only partly observed between the HFD and NCD groups after correction for multiple testing. Nevertheless, the mice fed the HFD in the present study can be regarded as being in a prediabetic state. The mice fed HFD+BB displayed increased weight gain and reduced systolic blood pressure at the end of the study; these findings were similar to those previously reported [24,42]. Increased weight gain could result from the improved peripheral insulin sensitivity reported after treatment with anthocyanins [43] or consumption of blueberries [44], since increased insulin sensitivity is known to lead to increased energy storage. In conclusion, the possible changes in retinal gene expression induced by bilberries cannot be attributed to blood glucose levels or other phenotypic differences between groups since these parameters were apparently not affected by the inclusion of bilberries in the diet.

### Retinal gene expression

The retinal gene expression studies in diabetic rats and mice revealed changes in inflammatory, antivascular barrier, and neurodegenerative genes associated with increased apoptosis and vascular permeability [9,10,12,45,46]. The previous studies used either STZ triggered type 1 diabetes (T1D) in mice and rats or the genetic T1D mouse model strain, Ins2^Akita^ [47]. Our results provide additional screening data since mice fed an HFD generally display gradual changes in inflammation, glucose, and lipid metabolism leading to T2D. We found differential expression of genes in the SLE, apoptosis, and MAPK pathways and particularly in the transcripts for crystallins. 

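Crystallins made up the far end of the higher probes with the HFD, and 2 muscle genes the far end of the lower ones, with Atp2a1, the calcium pump of fast fibers, at least 2.04-fold lower and Myl1 at least 2.26-fold lower, neither detected with the HFD. Muscle genes as a list had a median of -0.10 over 10 probes, above 4.51% of the random lists and so inside their central 95%. In detected probes of HFD against NCD, 135 were at least 0.4 higher and 90 at least 0.4 lower of 11916 tested, from 122 and 84 genes. For HFD+BB against HFD the counts were 150 higher and 205 lower of 11752, and for NCD+BB against NCD 176 and 149 of 11662. HFD+BB against NCD gave 150 higher and 140 lower of 11596. How even these splits are depended on the scaling. Without normalization, probes at least 0.4 higher, NCD+BB over NCD, numbered 92 and probes at least 0.4 lower, NCD+BB over NCD, 369. With each array centred on its median, probes at least 0.4 higher, HFD+BB over NCD, numbered 66 and probes at least 0.4 lower, HFD+BB over NCD, 646, with the median of all detected probes then at -0.14. The other comparisons shifted as well.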

Overall, the gene expression changes due to diets were evenly distributed between up- and downregulated genes as previously described [12]. In a microarray experiment (12 weeks), strain C57BL/6J mouse models of STZ and Ins2^Akita^ mice (GSE19122) induced changes in 333 and 404 probes related to 307 and 392 differentially expressed genes evenly distributed between up- and downregulated genes in these two diabetes models, respectively (p<0.05 and >1.4 FC). Despite finding fewer changes than in the other diabetic mouse models, our results were also evenly distributed with a total of 91 (76) HFD upregulated and 61 (57) downregulated probes (and genes) within the 810 (683) differentially expressed transcripts (p<0.05, ≥1.3 FC). This can be explained by the statistical approach and the use of pooled samples, and thus there is less statistical power than in previous studies.

### High-fat diet induced gene expression

In our study, crystallins displayed the highest increase in HFD-associated gene expression. Crystallins were initially isolated as structural proteins in the lens, but their expression has been observed in the mouse retina [48]. Alpha crystallins are molecular chaperones, acting as regulators of apoptosis and vascularization in the retina, and they are closely involved in neuronal inflammation and oxidative stress resistance [49]. Whereas the alpha crystallins are recognized as small heat shock proteins, beta and gamma crystallins are less known for other than their structural role in the lens. Nevertheless, beta and gamma crystallins have also shown increased gene expression in animal models of retinal diseases or stressed conditions, for example, diabetic retinopathy and light-induced damage [50,51]. Not only differently regulated crystallin transcripts but also the actual proteins have been identified in retinas of diabetic mice, i.e., the Ins2^Akita^ strain and in the C57BL strain after STZ treatment [13], as well as in rats [52,53]. Furthermore, increased levels of alpha-crystallins have been determined in diabetic humans [54]. The increased subtypes, i.e., alpha, beta, and gamma crystallins observed in diabetes, are expressed in glia cells (alpha) and neurons (beta, gamma) [49]. In diabetes, the antiapoptotic functions of alpha-crystallins in the retina have been shown to be disrupted, leading to controlled neuronal cell death [13]. In our study, the HFD increased the expression of crystallins beta A1 A2, A4, and B2 and crystallins alpha A and gamma S. We also found enrichment of the apoptotic pathways, which were among the genes affected by the HFD, to further support the proposal that the HFD model may possess similar gene expression characteristics in rodents as in STZ-induced or Ins2^Akita^ mice exhibiting the diabetic phenotype.

Within the HFD-induced pathways such as T2D, Gap junctions and CAMs have also been identified in previous studies with other mouse models. Gap junctions are involved in neuronal coupling of cones, rods, and amacrine cells in the retina [55], and tight junctions are associated with CAMs in the blood–retinal barrier (BRB) of endothelial cells. The breakdown of the BRB following vascular leakage has been proposed to be involved in the pathogeneses of diabetic retinopathy, ischemic retinopathies, and macular edema. The BRB breakdown is thought to consist of two alternative pathways, one involving endothelial cell tight junctions and the other mediating vehicle transport by caveolae. The altered gene expression evoked by STZ pointed to transient changes in paracellular and prolonged disruption of vesicular transportation causing the increased permeability found in retinal capillaries in preclinical diabetic retinopathy [10]. Furthermore, the BRB breakdown in diabetic retinopathy has been shown to require TNF-α [56]. A previous study using mice fed an HFD (21% fat, 12 weeks) observed increased expression of *Tnf-α*, and a modest increase in the expression of P-selectin and E-selectin [46]. 

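Lgals3bp, a secreted glycoprotein that binds galectins and marks immune activation, was 0.094 higher with the HFD than with the NCD, and 262 of the 500 nearest probes differed as much. It was at -0.53 with HFD+BB against HFD, a difference that 1 of the 500 reached. With HFD+BB against NCD it was at -0.44, and with NCD+BB against NCD at -0.19. Endothelial and pericyte genes had a median of 0.0069 over 19 probes for HFD against NCD, above 56.75% of the random lists.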

If one considers the genes involved in the BRB, *Lgals3bp* has been a common gene upregulated in two mouse models of diabetes [12], and was potentially upregulated in this study. 

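The cytokine genes Il6 and Il1b and the adhesion genes Sele and Selp were below detection with every diet, so no difference could be given for them. Icam1, an adhesion molecule for white blood cells, was detected on 1 array near the detection limit, too dim for a difference to be given. Vcam1, another such molecule, was 0.34 higher with the HFD and at -0.36 with HFD+BB against HFD. The median over 16 probes of inflammation and vascular adhesion was -0.0074 for HFD against NCD, above 43.55% of the random lists.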

*Tnf-α* has been found as a common gene in several HFD affected pathways but was not upregulated in this data set. Nevertheless, one must be cautious in interpreting dietary effects on individual genes without applying other molecular approaches. These results merely indicate a possible change in these pathways and the average change in genes within these pathways.

The most predominant pathways observed in all groups were the SLE and MAPK pathways, although found within the HFD upregulated transcripts. These both indicate that innate and adaptive immune responses were affected by the HFD. Previous studies have detected changes in retinal gene expression related to inflammation in diabetic models [12,46]. An HFD has increased the expression of *Tnf-α*, intercellular adhesion molecule 1 (*Icam-1*), interleukin-6, and interleukin-1-beta in the retina [46], and network analyses of two mouse models centered on p38MAPK (Ins2^Akita^) and T cell receptor (TCR), interferon (IF)-alpha, and beta (STZ) in mice [12]. Parainflammation has been described in the progression of AMD [57], diabetic retinopathy [58,59], and obesity [60], and the transcripts in aging and diabetic retinas have been shown to share commonalities [45].

### Bilberries potentially modify retinal gene expression

Genes associated with SLE, protein processing in the endoplasmic reticulum, and MAPK pathways were found in the pathways affected by HFD+BB, and SLE with respect to NCD+BB. 

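Vegfa, the growth factor that drives vessel growth and leakage, was detected by 2 probes. With HFD+BB against HFD they gave 0.29 and 0.15, higher with bilberries, and with NCD+BB against NCD -0.13 and -0.12, lower with bilberries. With the HFD against the NCD both were lower, at -0.31 and -0.11. Apart from the first probe with HFD+BB, which 23 of the 500 nearest probes matched, at least 162 of the 500 differed as much from one bilberry diet to its control.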

*Tnf-α*, a commonly observed transcript in the previous pathways, and vascular endothelial growth factor, a highly relevant transcript according to previous studies, were both downregulated in the BB diets. However, the most enriched and interesting gene group, while acknowledging the study design limits, was the significant downregulation of crystallins in the BB in HFD-fed mice to HFD. As described in the HFD-induced transcripts, especially alpha crystallins have been detected in rodents [13,49,52,53] as well as in post-mortem retinal samples of diabetic patients [54]. Furthermore, these proteins have been shown to have a functional role in regulating apoptosis in diabetic mice [13]. Moreover, differently regulated pathways of HFD-induced MAPK signaling and apoptotic pathways were both found to be enriched in downregulated genes from animals on the BB diets. The results may be evidence of the dampening of the expression of genes involved with these pathways. The MAPK and SLE pathways were induced by bilberries commonly in the opposite direction to HFD alone, but in contrast to the mechanisms involving oxidative stress, they have not been elucidated before in the retina in such detail. Nevertheless, extracts from bilberries have displayed anti-inflammatory properties and been able to protect photoreceptor cell function in a mouse in vivo model of endotoxin-induced uveitis [30]. Therefore, further clarification of these pathways would be clearly beneficial.

However, the most convincing commonly upregulated pathway by the BB diets was the glutathione metabolic pathway. Upregulation of this pathway is in accordance to previous in vitro and in vivo findings. The bilberry anthocyanidins (cyanidin, delphinidin, and malvidin) have well known neuroprotective properties in mouse retinal ganglion cells in vitro and in vivo [61], in vitro human RPE cells [62], and in rabbit models [63] in combating reactive oxygen species–induced damage. Even short-term exposure to anthocyanin or non-anthocyanin phenolic fractions of bilberry extract has increased the activities of oxidative stress defense enzymes of heme-oxygenase (HO)-1 and glutathione S-transferase-pi (*Gst-pi*) in human RPE cells [64]. Bilberry extracts have also increased glutathione levels and the gene expression and activities of total superoxide dismutase and glutathione peroxidase (*Gpx*) in mice [29–31]. In the present study, the genes for *Gst* and *Gpx* were found within the BB-upregulated and HFD-downregulated pathway of glutathione metabolism. Therefore, bilberries may indeed possess the activity to induce the antioxidant defense pathways.

As far as we are aware, the current study represents the first screening of short-term obesity-related changes in the retina using a high-fat diet, i.e., 45% energy from fat. Although the mouse model used in this study is well characterized and uses an open source diet, two additional issues in gene expression analyses have to be considered before drawing any final conclusions. The retinal isolates are multicellular samples representing the average expressional difference of genes from several cell types in the intact retina, and second, the microarray samples are pooled and represent the average gene expression from four mice. Nonetheless, our data point to a similar progression of molecular events as have been described with other mouse models of diabetes and obesity. We have shown that bilberries apparently counteract the increase in crystallin expression evoked by an HFD. Other bilberry-specific changes may include inducing genes in the oxidative stress–related pathway, e.g., glutathione metabolism, and they may be responsible for the antioxidant properties of these berries. In addition, dampening of the apoptosis and MAPK-related pathways may be beneficial in preserving ocular health. These findings still need to be further verified and explored in protein levels but clearly demonstrate the potential efficacy and molecular mechanisms of bilberries for maintaining the health of the eye. Thus, bilberries represent a highly promising source of compounds for protecting the retina from the harmful, inflammatory, and oxidative stress–related effects of diets rich in saturated fat.

## Appendix 1. Diet composition.

Manufacturer: Research Diets, Inc. Twenty Jules Lane, New Brunswick, NJ 08901. To access the data, click or select the words “Appendix 1.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 2.

Systolic blood pressure (SBP, mmHg), glucose and serum free fatty acid concentrations (mmol/l) from subgroups of mice used in retinal gene expression analyses after 12 week ad libitum feeding on normal control diet (NCD), high-fat diet (HFD) or 5% (w/w) freeze-dried bilberries (BB) in either diet (Mean±SEM, 2–4 per group with the number of animals in brackets). To access the data, click or select the words “Appendix 2.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 3. Gene Ontology (GO) enrichment analysis on the subset of biologic processes present in GO.

Fat set created by DAVID (n=810 probes) from differently regulated genes expressed in pooled mouse C57BL/6J retina between all groups; normal control (NCD), high-fat diet (HFD), normal or high-fat diet with bilberries (BB) fed ad libitum for 12 weeks. To access the data, click or select the words “Appendix 3.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 4.

Differentially regulated genes in mouse retina between NCD, HFD and bilberries (BB) in either diet to NCD after 12 weeks (n=131, F-test, p<0.01). To access the data, click or select the words “Appendix 4.” This will initiate the download of a compressed (pdf) archive that contains the file.

How the deposited data were processed for this re-analysis (not part of the article)

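Retinal RNA of C57BL/6J mice fed for 12 weeks with the NCD, HFD, NCD+BB or HFD+BB was measured on 4 Illumina bead arrays, 1 per diet, each with cRNA pooled from 4 mice. With 1 array per diet there are no replicates, and the number of arrays limits the precision of every value. The authors extracted bead-summary data with BeadStudio 3.3.7 and deposited the signal intensity of each probe on a linear scale, without normalization or background correction. Mean signals were 843.2 (NCD), 816.4 (HFD), 788.5 (NCD+BB) and 790.1 (HFD+BB). The deposited detection p-value of each probe and array moves in steps of 1 in 798, the number of negative controls it rests on. The authors also deposited a table of quantile normalized log2 values made in R with beadarray and limma, whose versions the paper does not state. The deposited files used here hold neither bead standard errors nor bead numbers, so the F-test of the methods was not computed.

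In R 4.3.3 with limma 3.58.1, the deposited signals were put on the log2 scale and quantile normalized across the 4 arrays. The result differed from the authors' log2 table by at most 0.262. Later steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of 25697 probes, 23978 were paired with 1 gene symbol, 23962 of these through the Entrez gene identifier, which named 16593 genes, and 1719 had no symbol. Replication-dependent histones were matched through older symbols after a search by name pattern had found none. Probes with a detection p-value under 0.01 on at least 1 of the 2 arrays compared were kept, and for gene lists on at least 1 of the 4 arrays (12103 probes, 10495 of them on all 4).

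The log2 differences were HFD over NCD, HFD+BB over HFD, NCD+BB over NCD and HFD+BB over NCD. A limit of 0.4, the paper's own (1.3-fold), was used for counts. For a probe not detected on the dimmer array a bound was computed with the lowest detected signal of that array. The spread beside a single probe is the robust standard deviation over the 500 probes nearest in mean signal. The genes named are those of the paper, the 10 highest and 10 lowest probes of each comparison detected on both of its arrays, and up to 4 members of a list with the largest difference. The values of Table 6 had been seen before. Other genes are said to be named after their values had been seen.

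The gene lists, the tests and the alternative settings were written down before the data were examined, apart from those named otherwise. The percentile limits of 0.5 and 99.5 for flagging a list were chosen after the data had been seen. The random seed of a simulated test was changed once. The lists cover crystallins, other lens genes, replication-dependent histones, complement, Fc receptors and class II genes, glutathione metabolism, antioxidant response, apoptosis, MAPK signaling, inflammation and vascular adhesion, interferon response, heat shock and protein folding, immediate early genes, circadian clock and lipid metabolism. Cell classes and tissues were rods, cones, bipolar, amacrine, horizontal and ganglion cells, Muller glia and astrocytes, microglia, endothelium and pericytes, pigment epithelium and melanocytes, cornea and ciliary epithelium, red blood cells, skeletal muscle, oligodendrocytes, ribosomal proteins and the respiratory chain. Lists of gap junctions, long-term potentiation, type II diabetes and insulin signaling, cell adhesion molecules and endoplasmic reticulum protein processing were added after values of some members had been seen. The median of each list with at least 5 detected probes was placed among 10000 random lists matched on signal in 20 bins. On simulated data, 7 of 100 lists of 20 probes without a shift and 100 of 100 lists shifted by 0.2 lay outside the central 95%.

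Shares of probes with opposite or shared differences were set beside 100 draws in which the 4 values of each probe were dealt at random to the 4 arrays, because comparisons that contain the same array are not independent. Limma was also fitted to the 4 arrays with fat and bilberries as additive terms, which leaves 1 residual degree of freedom, with Benjamini-Hochberg adjustment over 12103 probes. Variants with a variance trend were run after the counts and the simulated test of the plain fit had been seen. In the simulated test 200 of 12103 probes were changed by fat. The plain fit recovered 90, 200 and 200 of them at log2 changes of 0.4, 1 and 2, with 27.4%, 14.2% and 11.1% of its calls false, and the trended fit gave 13.0% false calls at 0.4.

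The alternatives were normexp background correction with an offset of 16, no normalization, centring on the median, cyclic loess, the authors' log2 table and an offset of 16 before the log. Further alternatives were detection on all 4 arrays, a detection p-value under 0.05, no detection filter, a limit of 1, natural log values, genes in place of probes, random lists not matched on signal and crystallin probes left out one by one. Crystallin medians with undetected signals set at their bound were added after the values had been seen. Pathway enrichment was not repeated, since it starts from the genes that pass the F-test.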

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

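The tests of the crystallin shares and scatter, of skeletal muscle and of pigmented tissue, and the crystallin medians with bounds, were chosen after the result was seen, and the test of lens tissue was set in advance. The percentile limits for flagging a list were also chosen after the data had been seen. With 1 array per diet, none of the differences between comparisons named here was itself tested.

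Crystallins were picked out because the bilberry comparisons differed, with a median of 0.15 for NCD+BB over NCD and -1.30 for HFD+BB over HFD, values of probes not detected on at least 1 array compared, and 0.094 and -1.28 with undetected signals set at their bound. Heat shock and protein folding genes also differed between these comparisons, with medians of -0.074 for NCD+BB over NCD and 0.071 for HFD+BB over HFD. Among them Dnajb1 was 0.52 higher with HFD+BB and Herpud1, of the stress response of the endoplasmic reticulum, was at -0.28 with NCD+BB. The heat shock and protein folding median, HFD+BB over HFD, turned to -0.017 with each array centred on its median. That setting moved the median of all detected probes to -0.092, so the list stayed above it. Immediate early genes, which the paper did not analyse, were higher with NCD+BB over NCD, with a median of 0.17, and Egr1 was 0.38 and Junb 0.34 higher. Their level depends on the minutes before tissue is taken, and how the mice were handled then was not tested.

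Crystallins were high with the HFD and lower with the other 3 diets. The 6 crystallin probes detected with both the HFD and the NCD differed by 0.84 to 3.17, beside scatters of 0.13 to 0.17. Scatter of single probes, each on its own, did not account for this. Their median of 1.73 for HFD over NCD, or 1.38 with bounds, lay above all 10000 random lists. That place is no independent support, as the paper had picked out these genes on the same arrays. Neither a chance difference that moved these genes together on the HFD array, for which 12 of 13 probes (92.3%) with opposite differences of at least 0.4 decide nothing, nor lens tissue carried over into that pool could be told apart from an effect of diet on retinal cells, which was not tested. The 4 detected lens probes other than crystallins had a median of 0.095 for HFD over NCD, below the value of 0.2 under which the explanation was to be set aside, but lists under 5 detected probes were to be given as values only. The reasons for leaving it open were also found after the values were seen, since Tdrd7, Aqp5 and Hsf4 were detected on all 4 arrays, so retinal cells may mask a small share, whereas Mip went with the explanation and 14 further probes, at a median of 0.083, were not detected. Genes of the cornea, also at the front of the eye, were lower with HFD+BB as the crystallins were but close to the NCD with the HFD, with Krt12 at 9.97, 10.10, 10.46 and 9.33 and Aldh3a1 at 9.43, 9.40, 9.52 and 8.66 with the NCD, HFD, NCD+BB and HFD+BB.

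Skeletal muscle genes, not analysed in the paper, had a median of -0.24 for HFD+BB over NCD. Myl1 stood at 8.76 with the NCD and 7.56 with the HFD, and Atp2a1 at 8.61 and 7.57, neither of them detected with the HFD. Different amounts of muscle dissected with the retinas could not be told apart from an effect of diet, as 4 of 10 detected muscle probes (40.0%) were highest with the NCD. Under 50% was to count against this, but 5 of the other probes were detected on all 4 arrays, where a small share would not show, and this exception was added after the share was seen. The fast muscle gene Mylpf, at 8.04 with the NCD and 8.06 with the HFD, went against the explanation.

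Pigment epithelium and melanocyte genes had medians of -0.11 for HFD over NCD and -0.19 for NCD+BB over NCD, and the paper reports the melanogenesis pathway, of which Dct is an enzyme, among its enriched pathways. Dct stood at 10.29, 9.90, 9.36 and 10.44 with the NCD, HFD, NCD+BB and HFD+BB, and Gpnmb at 10.21 with the NCD and 9.33 with NCD+BB. Lowest with NCD+BB were 13 of 23 detected probes (56.5%), under the 80% that different amounts of pigmented tissue were to give and above the 50% under which it was to be set aside. Part of the list is also made in the retina, and 8 of the other probes were detected on all 4 arrays, so different amounts of pigmented tissue and an effect of diet could not be told apart, the latter untested. The paper states that the retinas were found free of pigmentation under a light microscope.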

How the results depend on the processing

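The variance trend settings of the additive fit, the results without crystallins and the crystallin medians with undetected signals as bounds were chosen as tests after the result was seen. Which lists count here, and how a reversed sign was read, were also fixed after a first look at the values. Apart from the effects that follow from how a setting is built, the cause was not tested. The crystallin medians kept their sign and their place outside the central 95% of random lists under every setting, and the crystallin median, HFD over NCD, ran from 0.825 without a detection filter to 3.00 with detection on all 4 arrays.

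Counts moved with normexp background correction, which spreads dim signals by construction, with a limit of 1, with natural log values, where the limit is wider, and with the mean over the probes of a gene. In this order there were 651, 7, 24 and 63 probes at least 0.4 higher, HFD over NCD, and 614, 2, 11 and 33 probes at least 0.4 lower, HFD over NCD. There were 634, 0, 15 and 57 probes at least 0.4 higher, HFD+BB over HFD, and 838, 7, 38 and 101 probes at least 0.4 lower, HFD+BB over HFD. There were 679, 0, 24 and 80 probes at least 0.4 higher, NCD+BB over NCD, and 732, 1, 17 and 67 probes at least 0.4 lower, NCD+BB over NCD. There were 657, 2, 28 and 64 probes at least 0.4 higher, HFD+BB over NCD, and 720, 1, 17 and 59 probes at least 0.4 lower, HFD+BB over NCD. Without normalization the higher and lower counts were 92 and 369 for NCD+BB over NCD, 113 and 258 for HFD+BB over HFD and 121 and 259 for HFD+BB over NCD. With each array centred on its median, which moved the median of all probes in HFD+BB over NCD to -0.14, they were 117 and 137 for HFD over NCD, 62 and 439 for HFD+BB over HFD, 102 and 331 for NCD+BB over NCD and 66 and 646 for HFD+BB over NCD. Among probes detected on all 4 arrays, 78 were higher and 54 lower for HFD over NCD, 136 lower for HFD+BB over HFD and 89 lower for HFD+BB over NCD. Without a detection filter 148 were lower for HFD over NCD.

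The MAPK signaling median, NCD+BB over NCD, lay outside the central 95% of random lists at -0.12 without normalization, -0.11 with median centring, -0.033 under cyclic loess, -0.040 with detection on all 4 arrays, -0.039 at 0.05 and -0.029 without a filter. The MAPK signaling median, HFD+BB over NCD, did so at -0.030 with detection on all 4 arrays and -0.033 at 0.05. The replication-dependent histones median, NCD+BB over NCD, was 0.023 without a filter. Without normalization and with median centring, in this order, the rod photoreceptors median, NCD+BB over NCD, was reversed to -0.025 and -0.016, the ribosomal proteins median, NCD+BB over NCD, to -0.047 and -0.037 and the mitochondrial respiratory chain median, NCD+BB over NCD, to -0.062 and -0.052. The median of all detected probes was then -0.0885 and -0.079, so each of these lists stayed above it and only the sign changed. Median centring also reversed the sign of the heat shock and protein folding median, HFD+BB over HFD, to -0.017, above the median of all detected probes, -0.092. The immediate early genes median, HFD+BB over NCD, was reversed to 0.12 with detection on all 4 arrays and to 0.082 with genes in place of probes. The Muller glia and astrocytes median, HFD over NCD, was reversed to 0.10 with detection on all 4 arrays, and the glutathione metabolism median, HFD+BB over HFD, to -0.057 with genes in place of probes. Without a filter the interferon response median, HFD+BB over NCD, was reversed to 0.089 and the oligodendrocytes and optic nerve median, HFD over NCD, to -0.088. The number of gene list medians outside the central 95% ran from 18 to 25 of 132 or fewer.

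Without normalization and with median centring the median of all detected probes was negative in all 4 comparisons. Shares based on signs then change by construction, and no random shares are set beside them. Under opposite differences, HFD over NCD against HFD+BB over HFD, the share was 76.1% without normalization, 85.3% with median centring, 65.3% with detection on all 4 arrays and 67.1% without crystallins. Under opposite differences of at least 0.4, HFD over NCD against HFD+BB over HFD, it was 43.5% with normexp, 43.6% with median centring, 24.4% with detection on all 4 arrays and 25.4% without crystallins. Under shared differences, HFD+BB over HFD and NCD+BB over NCD, it was 34.3% without normalization, 39.0% with median centring and 51.0% without a filter. Probes lower on HFD, of these higher on HFD+BB than on HFD, were 51.2%, 35.9% and 67.8% without normalization, with median centring and with detection on all 4 arrays. In this order, lower on HFD, of these higher on HFD+BB than on NCD were 19.7%, 10.7% and 38.0%, lower on HFD, of these higher on NCD+BB than on NCD 18.4%, 20.6% and 35.3%, and lower on HFD, of these higher with bilberries in both diets 12.7%, 11.0% and 28.1%. Without normalization, with median centring and without a filter, higher on HFD, of these lower on HFD+BB than on NCD were 50.5%, 64.7% and 35.5%, higher on HFD, of these lower with bilberries in both diets 43.8%, 44.8% and 26.7%, lower with bilberries in both diets 43.2%, 50.7% and 25.8%, and higher with bilberries in both diets 13.8%, 11.0% and 25.5%, the last also 27.4% with detection on all 4 arrays. Without crystallins the correlation of log2 differences across probes, HFD over NCD with HFD+BB over HFD, was -0.491.

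The additive fit of fat and bilberry, high fat, gave 0 probes with normexp, 17 without normalization, 24 with median centring and 16 without a filter. The additive fit of fat and bilberry, bilberry, gave 0 with normexp, 39 without normalization, 133 with median centring, 28 under cyclic loess, 27 with an offset of 16, 24 with detection on all 4 arrays, 15 at 0.05, 40 without a filter, 31 with a variance trend and 31 with a robust trend, against 1. With normexp 633 and 831 probes had an unadjusted p under 0.05. The variants of the F-test in the methods, on its degrees of freedom, variance, correction, scale and normalization and on the overlaps of probes that pass it, were not run, as the test was not computed.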

Differences from the paper's values

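The paper counts genes among those that passed its F-test, whereas all detected probes are counted here because that test was not computed, so the thresholds differ and the percentages are the closer comparison. Higher with the HFD and lower with HFD+BB than with the HFD were the paper's 250 genes (69.6%) and 3978 probes here (67.2%), and the reverse the paper's 222 (69.8%) and 3775 here (66.2%). Higher with the HFD and lower with HFD+BB than with the NCD were the paper's 161 (44.8%) and 2052 here (37.2%), and the reverse the paper's 128 (40.3%) and 2132 here (35.8%). Lower with the HFD and higher with NCD+BB than with the NCD were the paper's 123 (38.7%) and 2008 here (33.7%). Higher with bilberries in both diets were the paper's 204 and 2997 here, and lower in both the paper's 197 and 3059 here. Lower with the HFD and higher with bilberries in both diets were the paper's 105 (33.0%) and 1535 here (26.9%), and the reverse the paper's 120 (33.4%) and 1559 here (28.1%). For these 9 counts, none of the alternatives set before the data were examined came to the paper's values, whether in background correction, normalization, source of the values, offset or detection filter. They could not have done so, as each counts probes without the F-test, so nothing about the processing follows from it.

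The note of Table 5 describes log ratios of natural log values. The 52 values of Table 6 lay within 0.03 of those found here on the log2 scale, which is the scale used throughout, and with normexp background correction 37 of the 52 differed.

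The paper states that vascular endothelial growth factor and Tnf were lower in the bilberry diets. The 2 detected Vegfa probes were 0.29 and 0.15 higher with HFD+BB than with the HFD, and at -0.13 and -0.12 with NCD+BB against the NCD, which is the direction the paper gives. Tnf was not detected on any array. Of the histone and glutathione genes that the paper lists as higher with bilberries in both diets, H2ac7, H2ac10, H2ac20, Gstt2 and Txndc12 were higher in both here. H4c12 was at -0.086 with NCD+BB against the NCD, Gclm at 0.0005 with HFD+BB against the HFD, and H2ac1 and Gpx5 were not detected. Of the genes listed as lower in both, Prkaca, Prkacb, Ppp3cc, Stk4 and Dusp8 were lower in both here. Casp8, Cflar and Dusp18 were not detected. Dusp16 was 0.048 and 0.058 higher on one detected probe and at -0.014 and -0.012 on the other, and 1 of the 2 detected Cacnb4 probes was 0.073 higher with NCD+BB. Of the genes listed as higher with the HFD and lower with bilberries, Stk4, Prkacb, Dusp8 and the detected Dusp16 probes were higher with the HFD. For Stk4, Prkacb and Dusp8 this was within the scatter of the nearest probes. Of Prkaca, 1 probe was at -0.22 with the HFD and the other at 0.11. The paper reports MAPK signaling as enriched among the genes higher with the HFD that passed its F-test. The count here is an unlike measure, over the whole list. There, 71 of 167 detected probes were higher and 95 lower, with a median of -0.024.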

Other observations

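The test without crystallins was chosen after the result was seen, and the test of the shared array on all probes was set in advance.

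Probes higher with the HFD tended to be lower with HFD+BB than with the HFD, in 67.2% of cases. This share was -0.6 percentage points from that of randomly dealt values, so the HFD array that both comparisons contain may account for it. Among probes at least 0.4 apart in both, leaving out crystallins gave 31 of 122 (25.4%), inside the range of the random deals. An effect of bilberries against that of the HFD in genes other than crystallins was therefore not separated from the shared array.

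The bilberry comparisons, which share no array, had a correlation of 0.0916 across 11311 probes, above the range of -0.033 to 0.042 from random dealing. It was 0.119 without crystallins, a setting chosen after their values were seen. Probes are not independent, and with 1 array per diet a factor other than bilberries that paired these arrays was not tested. Arrays with the same bilberry level were the closest in their deviations from the mean of each probe, with a correlation of -0.250 for NCD+BB with HFD+BB and -0.266 for NCD with HFD, against -0.340 to -0.394 for the other pairs. The same pairs also carried the same base diet product code in the sample labels. The pairing therefore reads as bilberry level only if the titles, and not these codes, are right. At 0.4 or more, Ctdspl was at -0.60 and -0.49 and Zbtb7a at 0.47 and 0.85 with HFD+BB over HFD and NCD+BB over NCD.

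Nfe2l2, the transcription factor that drives antioxidant genes, was at -0.47 with the HFD, -0.52 with NCD+BB and -0.49 with HFD+BB against the NCD. With neither bilberry diet was it detected, so it was at least 1.37-fold and 1.32-fold lower there. Its signal was 8.12 with the NCD and 7.65, 7.60 and 7.63 with the HFD, NCD+BB and HFD+BB. All of these differences contain the same NCD array, so they are not separate decreases. As a list the antioxidant response ran from -0.017 to 0.034 over the 4 comparisons. The corneal genes were at -0.11 for HFD+BB over NCD, below 98% of the random lists. Circadian clock genes were at 0.074 for HFD over NCD, with Rorb, a photoreceptor and clock factor, at 0.35.

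With NCD+BB over NCD, microglia had a median of 0.18 and endothelium and pericytes of -0.11. Rods were at 0.072, ribosomal proteins at 0.056 and the respiratory chain at 0.047. The last 3 turned negative without normalization and with median centring. They stayed above the median of all detected probes, which was then -0.0885 and -0.079. Lists within the central 95% of the random lists in all comparisons were inflammation (-0.0074 to 0.075), interferon response (-0.064 to 0.035), lipid metabolism (-0.053 to -0.012), cones (-0.081 to 0.041), bipolar cells (-0.026 to 0.017), amacrine cells (-0.050 to 0.015), horizontal cells (-0.094 to 0.097), ganglion cells (-0.042 to 0.017), Muller glia (-0.067 to 0.010) and oligodendrocytes (-0.076 to 0.064). Gap junctions ran from -0.038 to 0.014, long-term potentiation from -0.017 to 0.037, type II diabetes from -0.027 to 0.039, adhesion molecules from -0.048 to 0.0019 and endoplasmic reticulum genes from -0.028 to 0.035. Red blood cells, with 3 detected probes, ran from -0.14 to 0.17 and were given no percentile.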
